# The SAGA/TREX-2 subunit Sus1 binds widely to transcribed genes and affects mRNA turnover globally

**DOI:** 10.1186/s13072-018-0184-2

**Published:** 2018-03-29

**Authors:** Varinia García-Molinero, José García-Martínez, Rohit Reja, Pedro Furió-Tarí, Oreto Antúnez, Vinesh Vinayachandran, Ana Conesa, B. Franklin Pugh, José E. Pérez-Ortín, Susana Rodríguez-Navarro

**Keywords:** Sus1, SAGA, Transcription, GRO, ChIP-exo

## Abstract

**Background:**

Eukaryotic transcription is regulated through two complexes, the general transcription factor IID (TFIID) and the coactivator Spt–Ada–Gcn5 acetyltransferase (SAGA). Recent findings confirm that both TFIID and SAGA contribute to the synthesis of nearly all transcripts and are recruited genome-wide in yeast. However, how this broad recruitment confers selectivity under specific conditions remains an open question.

**Results:**

Here we find that the SAGA/TREX-2 subunit Sus1 associates with upstream regulatory regions of many yeast genes and that heat shock drastically changes Sus1 binding. While Sus1 binding to TFIID-dominated genes is not affected by temperature, its recruitment to SAGA-dominated genes and RP genes is significantly disturbed under heat shock, with Sus1 relocated to environmental stress-responsive genes in these conditions. Moreover, in contrast to recent results showing that SAGA deubiquitinating enzyme Ubp8 is dispensable for RNA synthesis, genomic run-on experiments demonstrate that Sus1 contributes to synthesis and stability of a wide range of transcripts.

**Conclusions:**

Our study provides support for a model in which SAGA/TREX-2 factor Sus1 acts as a global transcriptional regulator in yeast but has differential activity at yeast genes as a function of their transcription rate or during stress conditions.

**Electronic supplementary material:**

The online version of this article (10.1186/s13072-018-0184-2) contains supplementary material, which is available to authorized users.

## Background

Expression of protein-coding genes is a coordinated process that consists of a series of linked steps in mRNA fate: transcription, processing, export to the cytoplasm, translation and degradation. Regulation of gene expression is essential to cellular metabolism and to adaptation to stress and developmental processes. A key step in eukaryotic transcription is the binding of a sophisticated repertoire of regulators that collectively function to control the timing of expression of each gene. Eukaryotic RNA polymerase II (RNAPII) genes have been classically divided into two main groups attending to the presence or absence of the TATA sequence in their promoters [1]. While transcription of all genes requires the loading of the TATA-binding protein (TBP) onto their promoter sequences, differences exist in the co-regulators that are used. TATA-like containing genes are mainly dependent on the general transcription factor IID (TFIID), while the SAGA coactivator (Spt–Ada–Gcn5 acetyltransferase) plays a relatively greater role in the expression of TATA-box genes [2, 3]. Accordingly, yeast genes have been called TFIID- and SAGA-dominated, depending on which complex has the strongest influence on their transcription [2]. The SAGA complex is widely conserved from yeast to humans and acts during different stages of gene expression (reviewed in [4–6]). Interestingly, and in contrast to SAGA, TFIID seems to play a role restricted to preinitiation events. In addition to SAGA, a similar coactivator, referred to as SLIK (SAGA-LIKe), has also been described [2, 3, 7–9]. The subunit composition is identical to that of SAGA, except that in SLIK the Spt7 subunit is C-terminally truncated by proteolytic cleavage, leading to release of the Spt8 subunit.

SAGA and SLIK are organized in submodules [4–6, 10] and have two inherent catalytic activities on nucleosomal histones: histone acetyltransferase activity (HAT) [11, 12] and histone H2B deubiquitylation (DUB) [13–15]. Both activities are essential for the post-translational modification of the histone tails, which provokes a shift from compact/inactive to open/active chromatin states [16]. SAGA is formed by distinct modules that work together to localize the HAT and DUB activities of the complex in the gene promoter, a necessary step for enhancing transcriptional activation, facilitating elongation and promoting nucleosome eviction.

Apart from SAGA-dependent events affecting histone modifications during transcription initiation, several studies have identified SAGA roles other than those of upstream regions. In fact, yeast SAGA subunits are not restricted to promoters, as they also localize to coding sequences of specific genes [17–19]. In these locations, SAGA subunits co-transcriptionally promote nucleosome eviction through Gcn5’s HAT activity and the deubiquitylation of H2B by Ubp8. Furthermore, SAGA interacts functionally and physically with TREX-2 (transcription and export complex 2), a nuclear pore-associated complex involved in genome stability, mRNA biogenesis and export [20–23]. Through components of the SAGA deubiquitylation module, SAGA and TREX-2 co-localize at the nuclear periphery [24]. Sus1, a shared SAGA/SLIK/TREX-2 factor, also localizes to promoters and coding regions of some SAGA-dominated genes (*ADH1* and *GAL1*), where it promotes the interaction with export factors, contributing to the coupling of transcription and mRNA metabolism [25].

Deciphering how SAGA’s different enzymatic activities control the expression of their target genes is a major challenge in fundamental transcription research. Classical results from genome-wide approaches suggested that SAGA binds to a subset of promoters in yeast [26–30] that are downregulated in SAGA mutants [2]. SAGA predominates at promoters of highly regulated stress-responsive TATA-box-containing genes, which comprise about 10% of the genome. Interestingly, there is not a clear correlation between the binding of SAGA and the misregulation of bound genes [28, 31, 32]. In fact, it has been shown that > 99% of the expressed yeast genome is positively regulated by the overlapping involvement of TFIID and SAGA [2]. Moreover, enzymatic activities of SAGA subunits, i.e. histone acetylation and deubiquitylation, seem to play roles that go beyond the transcriptional initiation of SAGA-dominated genes. For example, a previous study showed that SAGA acetylates histones at promoter regions as well as deubiquitylates histone H2B from transcribed region of all expressed RNAPII genes [33]. Furthermore, the separated roles of SAGA and TFIID in the regulation of TATA-containing and TATA-like genes have recently been reconsidered. New results confirm that transcription of nearly all genes is dependent on TFIID [34] and that SAGA may act as a general co-factor required for RNAPII transcription in *Saccharomyces cerevisiae* [35]. In contrast, other studies indicate that SAGA is not a general transcription factor in flies and mammals [36–38].

In this study, we show for the first time the genome-wide recruitment of the SAGA/TREX-2 factor, Sus1, to RNAPII-transcribed genes. Sus1 accumulates at upstream activator sequences (UASs) at a variety of gene classes: ribosomal protein (RP), SAGA-dominated and TFIID-dominated genes. The amount of Sus1 binding is correlated with the transcription rate (TR) of target genes. Analyses of Sus1 chromatin recruitment under heat shock revealed that while this stress scarcely affected Sus1 binding to TFIID-dominated genes, the binding pattern at SAGA and RP genes was substantially affected. Consistent with the genome-wide association of Sus1 to UAS, we found that transcription rates and stabilities of most yeast transcripts are changed in the absence of Sus1. Lastly, we demonstrate that both SAGA and SLIK participate in Sus1 recruitment to SAGA-dominated genes. In sum, our results support a model in which Sus1 is intimately tied to the expression of yeast RNAPII genes.

## Results

### Sus1 is recruited genome-wide to promoters of RNAPII-transcribed genes

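Sus1 carrying a MYC tag was immunoprecipitated from wild-type yeast, and the DNA it was cross-linked to was mapped by ChIP-exo, an assay in which lambda exonuclease trims the immunoprecipitated DNA up to the formaldehyde cross-link before sequencing. The authors mapped the reads to the sacCer3 genome with BWA and deposited 1 list of peaks for each strain and temperature, which gives the position, summit, fold enrichment, -log10 p and -log10 q of each peak. The sample labels name 3 replicates of the tagged wild type at each temperature, whereas the paper describes 2 biological replicates, and neither says which libraries were combined into a list. The lists carry no error between replicates, so no test between replicates was made. The no-tag libraries were not analysed here. The wild-type list at 25 °C holds 16887 peaks with a median width of 62 bp, which cover 11.1% of the genome. Their fold enrichment over the local background of the list ranged from 1.28 to 24.6 with a median of 3.14, and every peak had a -log10 q of at least 1.303. A fold enrichment of at least 2 was listed for 93.7% of the peaks, and 1365 peaks reached at least 5. Read totals are not part of the list. Under the Poisson background model of the MACS2 peak caller, whose layout the list has, the fold enrichment and -log10 p of a peak together give its height and its background. Solved in this way for 16885 peaks, the height was a whole number at 100% of them, with a median of 42.0 reads, and 45.9% of the peaks shared the lowest background, of 10.8 reads. A peak was assigned to the position of its summit, and the upstream region of a gene was taken as the 500 bp before its start codon, because the annotation used here gives start codons and not transcription start sites. Coding sequence of neighbouring genes was not removed from it, so upstream and coding regions overlap. The annotation holds 6002 nuclear protein-coding genes. For each count, the same peaks were also placed 1000 times at random along their chromosomes. Confidence intervals of shares are Wilson 95% intervals and cover counting error only.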

To identify the target genes of Sus1 on the genome, we analysed the genome-wide chromatin recruitment of Sus1 by chromatin immunoprecipitation-exonuclease (ChIP-exo) experiments. Heat maps showing shifted 5′-end sequencing reads (tags) for Sus1-WT at 25 °C (blue) and after 15 min at 37 °C (red) were aligned by the midpoint between transcription start site (TSS) and transcription end site (TES) (Fig. 1a). To gain insights into possible Sus1-binding specificities, we examined the Sus1 chromatin association separately for groups of genes with different promoter organizations. Yeast genes were divided into three subgroups: ribosomal protein (RP), SAGA-dominated (SAGA) and TFIID-dominated (TFIID) genes [2] and sorted by gene length in each subgroup (Fig. 1a). 

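Peak summits of the wild-type list at 25 °C were counted in 3 windows of each gene, namely the 300 bp before the start codon, the middle 300 bp of coding regions of at least 1000 bp, and the 150 bp on either side of the stop codon. Of the 5865 genes other than RP genes, 1300 had a summit in the 300 bp before the start codon, or 22.2% (95% interval 21.1 to 23.2%), against a mean of 34.3% over the random placements. In the middle of the coding region a summit was found for 42.1% of 3574 genes, against 34.4% over the placements. Near the stop codon the share was 31.3% (30.2 to 32.5%), below the placements, of which 95% lay between 33.1 and 35.6%. With placements matched on the base composition around each summit, an alternative chosen after seeing the data, the mean over the placements was 28.6% and the observed share lay above them, at a ratio of 1.10. Among the 2473 of these genes whose end faces the end of a neighbouring gene, 32.9% had a summit near the stop codon, which was not distinguishable from the placements (32.3 to 36.5%). Of the 137 RP genes, 37 had a summit in the 300 bp before the start codon, or 27.0% (20.3 to 35.0%), inside the range of the placements. Near the stop codon 78 RP genes had a summit, or 56.9% (48.6 to 64.9%), above the placements (27.0 to 42.3%). Only 18 RP genes have a coding region of at least 1000 bp, introns included, and 12 of them had a summit in its middle.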

The bell-shaped profiles of Sus1 binding to SAGA and TFIID classes suggested that at 25 °C, Sus1 binds near both 5′ and 3′ gene ends, whereas in RP genes the association of Sus1 corresponds mainly to 5′ end (Fig. 1a). To better study Sus1-binding pattern, we joined in a metagene representation the 5′-end profiles of shifted sequencing reads—representing points of cross-linking from Sus1-WT at 25 °C (blue) and the nucleosome (MNase) traces at 25 °C (grey fill) taken from [39] (Fig. 1b). Both profiles were plotted around the transcription start site (TSS) oriented to the right. Specific Sus1 binding to RP, SAGA and TFIID genes is depicted in three independent panels. Generally, we found that Sus1 binds preferentially to the UAS which overlaps with nucleosome-free regions (NFRs) of all these three gene classes. 

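Of the 16887 summits at 25 °C, 2534 lay in the upstream region of a gene, or 15.0% (95% interval 14.5 to 15.6%), whereas the random placements put 21.3% of them there (95% of placements between 20.6 and 21.9%). Coding regions held 82.2% of the summits, against 72.9% of the placements. An upstream summit was found for 2383 of the 6002 genes, or 39.7% (38.5 to 40.9%), against 50.3% (48.9 to 51.6%) over the placements. With an upstream region of 300 bp the share was 7.87% against 13.4% of placements, and with 1000 bp it was 35.2% against 40.3%. The alternative that moved the ratio of the upstream share to the placements most was a restriction to the 500 strongest peaks at least 200 bp from a tRNA gene, chosen after seeing the data, with 10.4% (8.02 to 13.4%) against 21.2% of placements. Matching the placements on base composition, also chosen after seeing the data, lowered their mean to 19.1% (18.5 to 19.6%). Among the 100 peaks with the highest fold enrichment, 25% were upstream of a gene and 51% lay in or within 200 bp of a tRNA gene. Counted by distance from the start codon over all genes, 782 summits lay from -500 to -401 bp, 383 from -200 to -101 bp and 922 from 100 to 199 bp inside the coding region. The lists of SAGA-dominated and TFIID-dominated genes and the nucleosome maps were not used here, so these counts are over all protein-coding genes. From its read profiles around the transcription start site and the nucleosome traces, the paper concludes that Sus1 binds preferentially to UAS regions in the 3 gene classes.

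**Figure D1:**
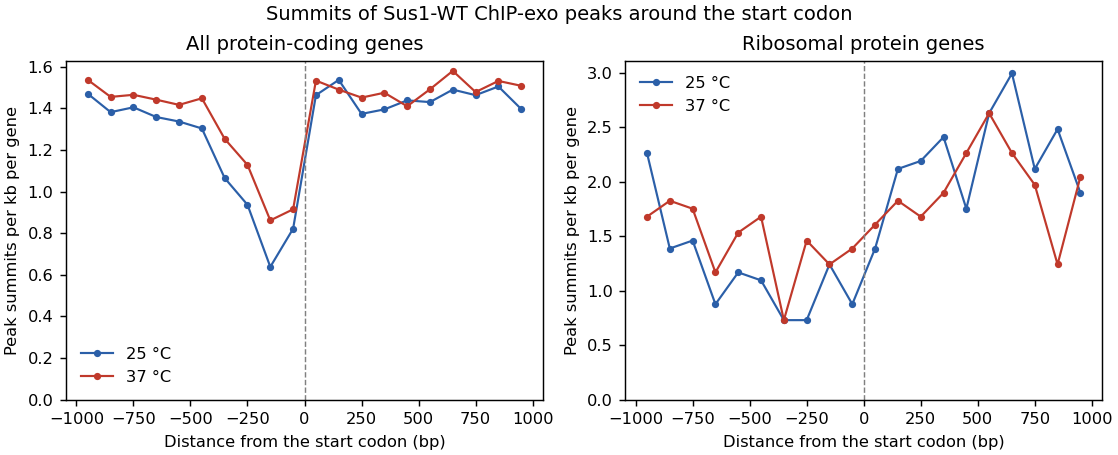
Peak summits per kb per gene against the distance from the start codon in bp, in bins of 100 bp, for all protein-coding genes and for RP genes in the wild-type lists at 25 °C (blue) and 37 °C (red). For all genes at 25 °C the curve is lowest from -200 to -101 bp, where 383 summits lie.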

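The distance from each upstream summit to the start codon was taken for all genes of the wild-type list at 25 °C, which gave 2859 distances. Their median was -299 bp (95% interval -307 to -289 bp, from binomial order statistics), whereas 100 random placements gave medians from -257 to -244 bp. The 20 bp bin with the most summits was -440 to -421 bp, with 177, and the bin with the fewest was -120 to -101 bp, with 68. The median moved most with an upstream region of 1000 bp, to -586 bp, and became -255 bp when each summit was assigned only to the nearest start codon. For RP genes there were 64 distances with a median of -228 bp (-344 to -167 bp). Of these, 17 lay from -200 to -101 bp and 10 from -300 to -201 bp. All of these distances include the 5′ untranslated region of the gene, because they are counted from the start codon.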

Under standard conditions, most Sus1 binding overlaps the − 1 nucleosome at position ~ − 200 and part of the NFR in all cases. These results were validated by ChIP-qPCR on a subset of TFIID genes using a different tagged version of Sus1 (Additional file 1: Fig. S1).

**Fig. 1:**
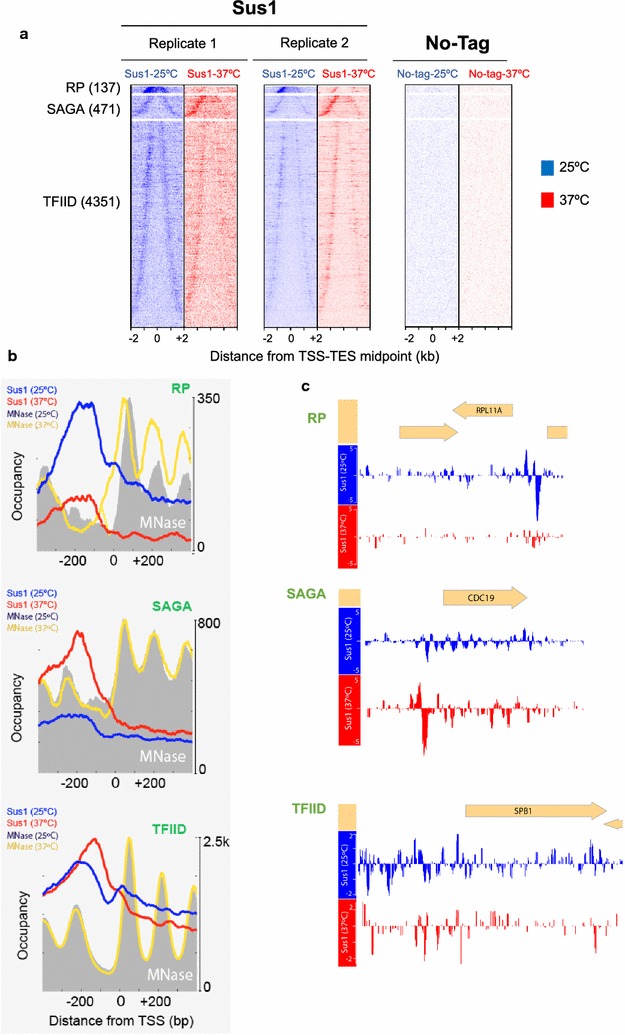
Positional organization of Sus1 before and after heat stress. **a** Heat map showing shifted 5′-end sequencing reads (tags) for Sus1-WT at 25 °C (blue) and after 15 min at 37 °C (red), aligned by the midpoint in between transcription start site (TSS) and transcription end site (TES). Data presented are divided into three subgroups: ribosomal protein genes (RP, *n* = 137), SAGA-dominated genes (SAGA, *n* = 471) and TFIID-dominated genes (TFIID, *n* = 4351) genes and sorted by gene length in each subgroup. The results of two replicates are shown. As a control, the signal of an isogenic strain bearing no-tagged Sus1 was also monitored (No-tag). **b** Gene-averaged 5′-ends of shifted relative read counts (representing points of cross-linking) of Sus1-WT at 25 °C (blue line) and at 37 °C (red line) around the transcription start site (TSS) in three gene classes: ribosomal protein (RP) genes, SAGA-dominated genes and TFIID-dominated genes, with TSS oriented to the right. Nucleosomes (based on MNase ChIP-seq) are plotted and based on values from [39]. Abrupt heat shock at 37 °C (yellow line) and 25 °C (grey fill) is shown. The resulting normalized ratios were plotted. Note that ordinate scales vary for the three gene classes due to differences in the number of genes in each class. c) Signal tracks, showing unshifted ChIP-exo tag 5′-end reads for Sus1-wt at 25 °C and 37 °C at RP-dependent gene *RPL11* (upper panel), at SAGA-dependent gene *CDC19* (middle panel) and at a TFIID-dominated gene *SPB1* (lower panel) are shown

### Sus1 association to UAS depends on growth conditions

Distinct mobilization of SAGA- and TFIID-linked regulators occurs during acute heat shock [28, 30]. The heat-shock response in yeast involves transient changes in transcriptional rate, mRNA levels and mRNA stabilities of approximately 1000 genes within 15 min of the stress [40–42]. Different gene clusters showed accumulation of different complexes that regulate transcription, and SAGA-dominated genes had the largest increase in occupancy of many regulators [28]. To study the extent to which the genome-wide association of Sus1 to all gene classes is affected by heat shock, we conducted ChIP-exo experiments of Sus1 binding at 37 °C (Fig. 1a, red line) and compared to data at 25 °C (Fig. 1a, blue line). 

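At 37 °C the wild-type list holds 17694 peaks with a median width of 49 bp, which cover 10.8% of the genome. Fold enrichment ranged from 1.07 to 39.6 with a median of 3.49. The lowest background solved from the listed values was 5.98 reads and the median height of a peak was 28.0 reads, both lower than at 25 °C. The paper normalized its read data to equal numbers of reads before it compared the temperatures. The fold enrichments of the lists are relative to the background of each list, and changes between lists were not measured by them. Between lists, the presence of a peak and the percentile rank of each gene by its strongest upstream peak were compared. Of the peaks at 25 °C, 5943 overlapped a peak at 37 °C by at least 1 bp, or 35.2% (95% interval 34.5 to 35.9%), against 21.7% over random placements (21.2 to 22.4%). In the other direction 33.8% of the peaks at 37 °C overlapped a peak at 25 °C, against 20.9%. The ratio of the observed to the placed share of 25 °C peaks was 1.62, and it moved most, to 2.45, with the 5000 strongest peaks of each list. Spearman's rho between the ranks at both temperatures was 0.227 (0.203 to 0.251) across the 6002 genes, which are not independent replicates. Over the 15 pairs of deposited lists, rho ranged from 0.219 to 0.423.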

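In the wild-type list at 37 °C, 2686 genes had a peak summit in the upstream region, or 44.8% (95% interval 43.5 to 46.0%), a rise of 5.05 percentage points from 25 °C. A peak was present only at 37 °C for 1355 genes and only at 25 °C for 1052 genes, at both temperatures for 1331 genes and at neither for 2264 genes. With the same number of peaks in every list, the share of genes rose from 39.1% to 41.8%. The share of summits in upstream regions was 16.6% at 37 °C (16.1 to 17.2%), still below the 20.7 to 21.9% of random placements. The median distance of upstream summits from the start codon was -292 bp over all genes (-300 to -285 bp). For RP genes it was -252 bp (-286 to -185 bp) from 89 distances. Near the stop codon a summit was found for 35.0% of genes other than RP genes (33.8 to 36.2%), which lay inside the range of the placements, and for 51.1% of RP genes (42.8 to 59.3%), above it. With convergent gene ends only, 46.3% of 54 RP genes had one, inside the placements (24.1 to 48.1%). The lists of SAGA-dominated and TFIID-dominated genes were not used here.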

We discovered that while heat shock barely affected Sus1 binding to TFIID genes, it significantly shifted the Sus1-binding pattern at SAGA and RP genes. 

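The RP genes were taken as the 137 nuclear genes whose symbols mark them as large or small ribosomal subunit proteins. In the wild type, 56 of them had an upstream peak at 25 °C, or 40.9% (95% interval 33.0 to 49.2%), and 72 had one at 37 °C, or 52.6% (44.2 to 60.7%). The change of 11.7 percentage points was compared with 10000 random gene lists of the same size and matched ranks, whose median change was 5.11. It stood at percentile 88.0 of these lists, inside their middle 95%. A peak was present only at 37 °C for 39 RP genes, only at 25 °C for 23, at both temperatures for 33 and at neither for 42. The median percentile rank of the RP genes was 30.2 at 25 °C, the rank shared by all genes without an upstream peak, and 60.4 at 37 °C (95% interval 27.6 to 66.2), a change at percentile 96.6 of the random lists. Their mean rank rose by 4.27, from 49.6 to 53.9. With the 5000 strongest peaks of each list, the alternative that moved the share most, the change was 2.19 percentage points and the medians at both temperatures lay at the rank of genes without a peak. The list of SAGA-dominated genes was not used here.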

While Sus1 binding to RP genes was significantly reduced, the presence of Sus1 at SAGA-dominated genes was augmented. 

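RPL11A (YPR102C) lies on chromosome 16 of sacCer3 from 731224 to 731748 on the reverse strand. Its upstream region held a peak from 732160 to 732207 at 25 °C, with its summit at -421 bp from the start codon and a fold enrichment of 4.59, which placed the gene at percentile rank 95.02 of all genes. At 37 °C it held a peak from 732021 to 732138 with its summit at -352 bp and a fold enrichment of 2.72, and the gene stood at rank 66.2. CDC19 (YAL038W) lies on chromosome 1 from 71786 to 73288. At 25 °C a peak from 71405 to 71475, with its summit at -348 bp and a fold enrichment of 2.89, gave the gene rank 74.8. At 37 °C there were 2 peaks, from 71244 to 71340 with a fold enrichment of 5.53 and from 71424 to 71539 with a fold enrichment of 3.35, and the rank was 94.5. SPB1 (YCL054W), on chromosome 3 from 31449 to 33974, had no peak summit in its 500 bp upstream region in the wild-type list at either temperature.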

Examples of Sus1 association to each class of genes at both temperatures are shown in Fig. 1c. 

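The annotation used here carries Gene Ontology terms, and genes with a term were ranked by their strongest upstream peak rather than by mapped reads. A gene belonged to a set only if the annotation gave it the exact term with experimental evidence. Narrower terms were not added, so the sets can differ from those of the paper. Of 106 cytoplasmic translation genes, 40 had an upstream peak in the wild type at 25 °C (37.7%, 95% interval 29.1 to 47.2%) and 54 at 37 °C (50.9%, 41.6 to 60.3%). The change of 13.2 percentage points stood at percentile 90.4 of 10000 matched random gene lists. Of 64 protein folding genes, 25 had an upstream peak at 25 °C and 30 at 37 °C, a change of 7.81 percentage points at percentile 66.0. Their change was -4.69 percentage points with an upstream region of 1000 bp. For the 13 response to heat genes the numbers were 7 and 9, a change of 15.4 percentage points at percentile 63.1. Over the alternatives the change ranged from -7.69 with a q-value under 1e-05 to 30.8 with only the nearest start codon. A further set of 18 heat-shock genes, with the symbols HSP, SSA or HSC, gave 9 and 10 genes, a change of 5.56 percentage points at percentile 54.9. Over the alternatives it ranged from -5.56 with an upstream region of 1000 bp to 16.7 with the 5000 strongest peaks. The mean percentile rank at 25 °C was 48.9 for cytoplasmic translation, 50.4 for protein folding and 56.9 for response to heat, and at 37 °C it was 53.1, 52.5 and 59.8. None of these changes of shares or mean ranks lay outside the middle 95% of the random lists. The ribosomal subunit term was not analysed here, and the enrichment test of the paper was not repeated.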

Gene set enrichment analysis (GSEA) of the Gene Ontology (GO) terms of the top in the ordered list of bound genes at each temperature indicated that at 25 °C Sus1 preferentially binds to *cytoplasmic translation* and *ribosomal subunit* genes, while at 37 °C *protein folding* and *response to heat* genes are most associated with Sus1 (Additional file 2: Fig. S2).

### Sus1 affects the synthesis and stability of mRNAs at a genome-wide level

In the light of our ChIP-exo results, we decided to re-investigate the genome-wide role of Sus1 in transcription. In a previous study, we showed that the deletion of *SUS1* affects the steady-state levels of around 10% of mRNAs [20]. In that work, total RNA was obtained from *sus1Δ* and wild-type (WT) cells and gene expression levels were analysed using DNA arrays. However, as the final amount of any transcript is determined by the balance between its transcription and degradation rates [43], we conducted new genomic run-on (GRO) experiments [44] and obtained the nascent transcription rate (TR) for each transcript in WT and *sus1Δ* cells (see details at Materials and Methods). In addition, we used previously published relative mRNA abundance (RA) estimates [20] for comparative purposes. We found that the TRs of *sus1Δ* and WT cells were much less correlated (*R* = 0.71; Fig. 2a) than their RAs (*R* = 0.92; Fig. 2b). To evaluate how the absence of Sus1 affects the TR, we represented the mutant versus WT ratio of TR values against TR in the WT. This analysis showed that the absence of Sus1 provokes a genome-wide decrease in TR (most data points are below the ratio 1) and that this effect increases with the absolute TR (Fig. 2c). GSEA of genes ranked by their TR ratios (*sus1*Δ/WT) revealed that *translation*-related genes tend to have high TR ratios, while *energy derivation* genes are at the lowest TR ratios (Additional file 3: Fig. S3).

**Fig. 2:**
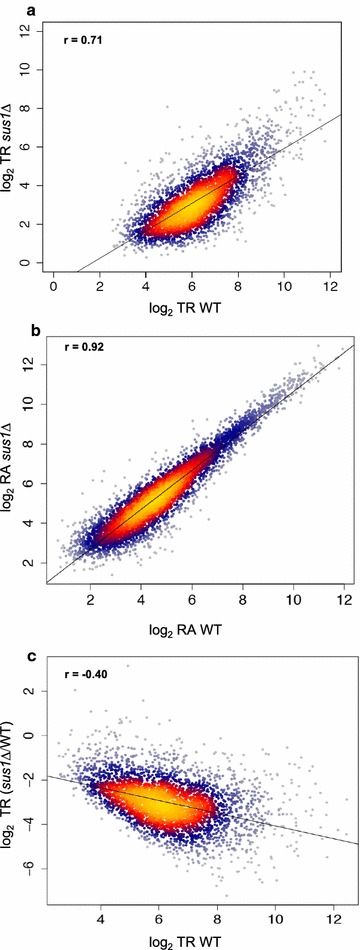
Genomic effects of Sus1 depletion on mRNA turnover. **a** Plot of the transcription rates (TR) of 3757 yeast genes in the *sus1Δ* deletion mutant versus the wild-type strain. **b** Plot of the mRNA levels (RA) of 5216 yeast genes in the *sus1Δ* deletion mutant versus the wild-type strain. **c** Plot of the fold change of TR of 3757 yeast genes in the *sus1Δ* mutant against the TR level of the WT. Note that all graphs are in log_2_ scales of arbitrary units. Pearson R of the cloud to a linear fitting is shown

Lower TRs can be compensated by global mRNA stabilization, giving rise to similar RAs [43]. To understand the role of Sus1 on mRNA stability, the distribution of RA/TR ratios (a proxy of mRNA half-lives, HL) between the mutant and WT strains was compared. We found that, globally, *SUS1* deletion increased global mRNA stability (Fig. 3a, all genes), but the magnitude of the effect was different for distinct gene classes. While SAGA- and TFIID-dominated genes increased their HL ratio by 3.3 and 4.73 times, respectively, in the *sus1*Δ mutant, the effect in RP genes was higher (7.7 times), while environmental stress-response upregulated (ESR-up) [40] transcripts behaved similarly to SAGA- and TFIID-dominated genes (Fig. 3a). These results tend to compensate the differences in TR observed in absence of Sus1 for each set of genes (Fig. 3b) and suggest that Sus1 causes increased mRNA turnover when genes are transcribed more frequently. To verify this observation, we plotted fold change in HL in *sus1*Δ versus WT against TR in WT and observed a positive trend, indicating that Sus1 is more effective at destabilizing mRNA of highly expressed genes (Fig. 3c). Similarly to TR ratios, GSEA analysis of HL *sus1*Δ/WT ratios found a statistically significant over-representation of translation-related GO categories within the most stabilized mRNAs, and reciprocally, of energy derivation-related GOs within the less-stabilized ones (Additional file 4: Fig. S4). We conclude that Sus1 destabilizes RNAPII-transcribed mRNAs, with its impact being generally greater the more a gene is expressed.

**Fig. 3:**
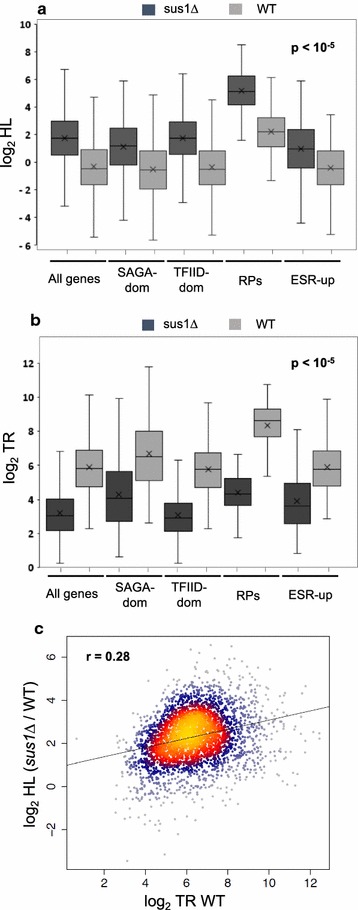
Genomic effects of Sus1 depletion on changes in mRNA half-lives. **a** Box-and-whisker plot of the changes in mRNA stability half-lives (HL) in *sus1Δ* mutant (dark grey) and the wild-type strain (light grey). All comparisons show a statistically significant HL increase of *sus1Δ* in relation to wild-type strains (Wilcoxon signed-rank test *p* value < 10^−5^). Note that SAGA- and TFIID-dominated genes have similar average increase in HLs (3.3- vs. 4.73-fold) but that ribosomal protein-coding genes (RP) are much more increased in HLs (7.7-fold) than environmental stress response activated (ESR-up) genes (2.75-fold). **b** Box-and-whisker plot of the changes in TR in the *sus1Δ* mutant (dark grey) and the wild-type strain (light grey). All comparisons show a statistically significant TR decrease of *sus1Δ* in relation to wild-type strains (Wilcoxon signed-rank test *p* value < 10^−5^). Note that the decrease in RP genes is much higher (19.4-fold) than in SAGA (5.5-fold), TFIID (7.1-fold) or ESR-up (4.4-fold) genes. **c** Plot of the fold change in HL in the *sus1Δ* mutant against the TR level of each gene in the WT strain. Note that both axes are in log_2_ scales of arbitrary units. Pearson *R* of the cloud to a linear fitting is shown

### Sus1 binding shows a positive correlation with transcriptional rate

Since our results showed a positive relationship between HL fold change and TR levels affected by Sus1 deletion (Fig. 3c), we next investigated to which extent Sus1 binding correlates with transcriptional activity by plotting the number of Sus1 ChIP-exo reads at UAS versus TR values obtained from our GRO experiment through a sliding window representation. We found a positive trend of increasing Sus1 binding with the increase in TR for all genes (Fig. 4a, black dots), that was not observed for the no-tag ChIP-exo data (Fig. 4a, grey dots).

**Fig. 4:**
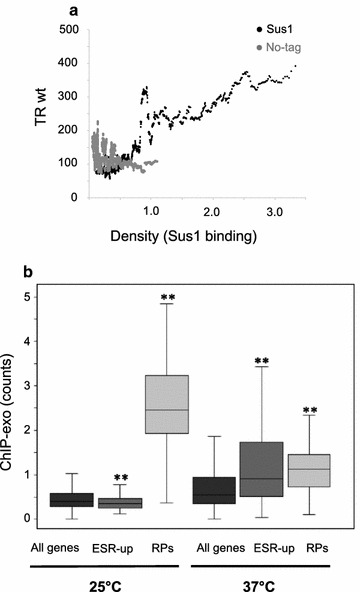
The binding of Sus1 to UAS correlates with the gene TR. **a** A sliding window plot of the transcription rate (TR) in arbitrary units versus the total reads counted in each gene in the Sus1 (black dots) or the no-tag (grey dots) of the ChIP-exo experiments. A window of 100 genes was used in both cases. **b** Box-and-whisker plot of the Sus1 binding to yeast genes. Note that the binding to ESR-up genes is lower than the global genome average in a wild-type strain and increases with temperature, whereas the opposite trend is observed for RP genes. Differences between ESR-up or RP genes and all genes are statistically significant for both temperatures (Wilcoxon signed-rank test *p* value < 10^−5^)

Our analyses revealed that upon heat shock Sus1 binding to RP genes was significantly reduced, while its presence at SAGA-dominated genes was augmented (Fig. 1b). It has been shown that many SAGA-dominated genes are part of the ESR-up transcripts [2, 40, 45–48], whereas RP genes are a fundamental part of the ESR-down response. Therefore, we hypothesized that Sus1 would release from RP genes and associate preferentially to ESR-up genes upon stress [30]. To confirm this hypothesis, the binding of Sus1 to RP and ESR-up genes was studied before and after this temperature shift. As shown in Fig. 4b, Sus1 binding to ESR-up genes was lower than the global genome average in a wild-type strain at 25 °C. In contrast, association of Sus1 to ESR-up genes was significantly augmented upon heat shock. In contrast, Sus1 binding to RP genes dropped abruptly when cells were incubated at 37 °C for 15 min (Fig. 4b). These results support an active role for Sus1 in the transcriptional regulation of the environmental stress response in yeast.

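In the wild-type lists 42 of the 137 RP genes had no upstream peak at either temperature. Of the others, 54 had a higher percentile rank at 37 °C than at 25 °C and the rest a lower one. RPL11B (YGR085C), the paralog of RPL11A, had a peak at 25 °C from 648869 to 648977 on chromosome 7, at rank 88.5, and no upstream peak at 37 °C. RPS26A (YGL189C), for which the paper lists primers, had a peak at both temperatures and moved from rank 81.2 to rank 89.1. By the rule for named genes, the 5 RP genes whose ranks moved most in the wild type and in the same direction in both mutants were also taken. RPL7A (YGL076C), RPL36A (YMR194W) and RPL40A (YIL148W) had no upstream peak at 25 °C and stood at ranks 92.4, 85.4 and 82.3 at 37 °C. RPL14B (YHL001W) and RPL1B (YGL135W) stood at ranks 93.0 and 86.6 at 25 °C and had no upstream peak at 37 °C. Many RP genes have a duplicate copy, and reads from sequence that both copies share are hard to tell apart. Of the 19 RP genes without such a copy, 10 had an upstream peak at 25 °C (52.6%, 95% interval 31.7 to 72.7%) and 12 at 37 °C (63.2%, 41.0 to 80.9%), a difference that was not detectable with this number of genes. The list of ESR-up genes was not used here. From the fall at RP genes and the rise at ESR-up genes in Fig. 4b, the paper regards its results as support for an active role of Sus1 in the transcriptional regulation of the environmental stress response.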

### SLIK participates in Sus1 recruitment to SAGA-dominated genes

We previously addressed the contribution of SAGA and TREX-2 to Sus1 chromatin association via investigating Sus1 recruitment to *ARG1* in *ubp8Δ* (SAGA) and in *sac3Δ* (TREX-2) mutants [18]. The experiments showed that Sus1 binding to both complexes was required for correct recruitment to the *ARG1* UAS [18]. Sus1 is also part of SLIK [49]. The functional differences between SAGA and SLIK are not fully understood, and some studies have proposed that they could play different roles at promoter or coding sequences [8]. Since our results highlighted a global chromatin association pattern for Sus1, we wondered whether this remains true for Sus1 as part of SLIK. To this end, we analysed the ChIP-exo genome-wide binding profile of Sus1 in *spt8Δ* and Spt7 C-terminal-truncated mutant (*spt7*-*1180*) in which SLIK, but not SAGA, exists [9, 49, 50], at 25 °C and at 37 °C. Heat maps showing Sus1 in *spt7*-*1180* and *spt8Δ* strains at 25 °C (blue) and after 15 min at 37 °C (red) were aligned to RP, SAGA-dominated and TFIID-dominated gene classes. 

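For each mutant strain and temperature the authors deposited a peak list of the same kind as for the wild type. The list for spt7-1180 holds 18085 peaks at 25 °C and 20179 at 37 °C, and the list for spt8Δ holds 16593 and 17390. The median fold enrichment was 2.67 and 2.33 in spt7-1180 and 3.32 and 2.46 in spt8Δ. The lowest background solved from the listed values was 22.2 reads at 25 °C and 36.3 reads at 37 °C in spt7-1180, and 7.99 and 28.8 reads in spt8Δ. Across all deposited lists this background differed 6.07-fold between the highest and the lowest, so the lists differ in depth and changes in binding were not measured by fold enrichments. The sample labels name 3 replicates per condition, and they call the spt7 strain a deletion whereas the paper describes a truncation after codon 1180. The coding region of SPT8 (YLR055C, chromosome 12, 251272 to 253080) held no peak summit in any of the 6 lists, so it does not tell the strains apart. Of the 1623 genes at least as long as SPT8, 53 had no peak in all 6 lists. In SPT7 (YBR081C, chromosome 2) the part up to codon 1180 held 7 summits in the spt7-1180 list at 25 °C and 8 at 37 °C. The 459 bp after codon 1180 held 0 in both of these lists, 0 and 2 in the wild type at 25 and 37 °C, and 1 at each temperature in spt8Δ. Between 44.1% and 50.4% of coding stretches of that length, depending on the list, held no summit, so the absence is a weak check of the labels.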

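Gene ends were counted in the mutant lists with the windows used for the wild type. At 25 °C, a summit lay in the 300 bp before the start codon for 19.7% of genes other than RP genes in spt7-1180 (95% interval 18.7 to 20.8%) and for 23.6% in spt8Δ (22.5 to 24.7%), against 36.2% and 33.7% over random placements. Near the stop codon the shares were 33.2% (32.1 to 34.5%) in spt7-1180 and 31.5% (30.3 to 32.7%) in spt8Δ, against 36.3% and 33.9%. As in the wild type, these shares lay above placements matched on base composition, which averaged 29.8% and 28.5%. For RP genes, 24 of 137 in spt7-1180 (17.5%, 12.1 to 24.7%) and 46 of 137 in spt8Δ (33.6%, 26.2 to 41.8%) had a summit before the start codon at 25 °C. The share in spt7-1180 lay below the placements (28.5 to 45.3%) and that in spt8Δ inside them. Near the stop codon 90 RP genes in spt7-1180 (65.7%, 57.4 to 73.1%) and 83 in spt8Δ (60.6%, 52.2 to 68.4%) had a summit, in both strains above the placements. At 37 °C the number of RP genes with a summit before the start codon was 46 in spt7-1180 and 62 in spt8Δ, and near the stop codon it was 80 and 74. Before the start codon the share in spt8Δ (45.3%) lay above the placements (27.7 to 43.8%) and that in spt7-1180 inside them. Near the stop codon both shares lay above the placements, but with convergent gene ends only that in spt8Δ lay inside.

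**Figure D2:**
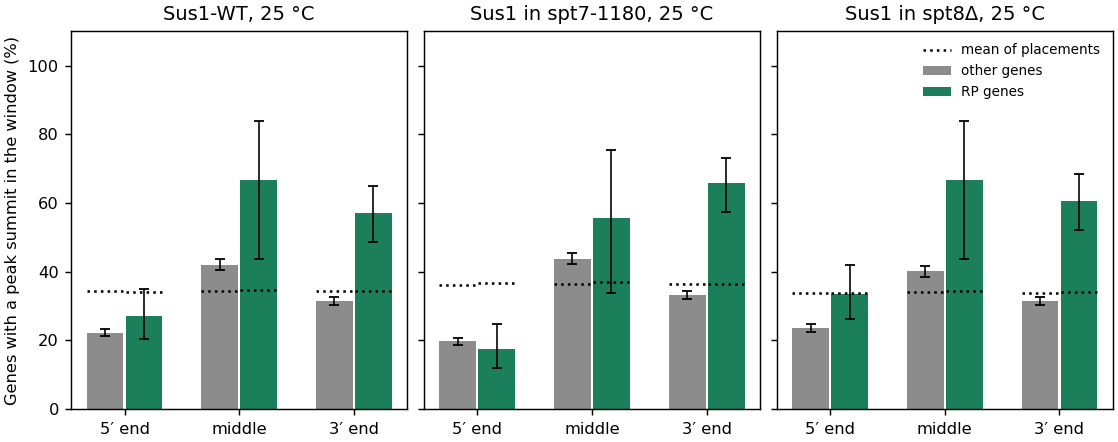
Percentage of genes with a peak summit in the 300 bp before the start codon (5′ end), in the middle of the coding region and near the stop codon (3′ end) at 25 °C, for genes other than RP genes (grey) and RP genes (green). Error bars are Wilson 95% intervals and dotted lines are the means of random placements. In each strain the bar of RP genes at the 3′ end, 56.9% in the wild type, 65.7% in spt7-1180 and 60.6% in spt8Δ, is higher than that at the 5′ end. The 3′ window includes 150 bp of the gene's own coding region and the 5′ window none, and summits are denser in coding than in upstream regions.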

Similar to the results observed for Sus1 in a WT background (Fig. 1a), Sus1 in *spt8Δ* and Spt7 C-terminal-truncated mutant (*spt7*-*1180*) bound to both 5′ and 3′ gene ends, whereas at RP genes the association corresponded mainly to the 5′-end (Fig. 5a). Figure 5b shows the metagene 5′-ends profiles of shifted sequencing reads of Sus1-WT, Sus1 in *spt7*-*1180* and *spt8Δ* strains at 25 °C (blue line) and upon heat shock (red line). Data are plotted around the transcription start site (TSS) oriented to the right, together with nucleosome (MNase) traces at 25 °C (grey fill) and after heat shock (yellow trace) from [39]. Sus1 recruitment is slightly diminished at SAGA-dominated genes when only SLIK is present, indicating that both SAGA and SLIK participate in Sus1 recruitment to SAGA-dominated genes.

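Of the wild-type peaks at 25 °C, 43.5% (95% interval 42.7 to 44.2%) overlapped a peak of spt7-1180 and 35.3% (34.6 to 36.0%) overlapped a peak of spt8Δ, against 23.8% and 20.5% over random placements. At 37 °C the overlaps were 45.4% and 40.4%, against 26.1% and 22.8%. An upstream peak was found in spt7-1180 for 38.0% of all genes at 25 °C (36.7 to 39.2%) and for 40.8% at 37 °C (39.5 to 42.0%), and in spt8Δ for 41.8% (40.5 to 43.0%) and 40.2% (39.0 to 41.4%). Of the 137 RP genes, 44 and 59 had an upstream peak in spt7-1180 at 25 and 37 °C, and 64 and 81 in spt8Δ. The change from the wild type in the share of RP genes was -8.76 percentage points in spt7-1180 and 5.84 in spt8Δ at 25 °C, at percentiles 6.40 and 79.1 of 10000 matched random gene lists. At 37 °C it was -9.49 and 6.57, at percentiles 18.7 and 98.2, of which only the change in spt8Δ lay outside the middle 95% of the lists. It lay inside with equal numbers of peaks (percentile 96.7), with the 5000 strongest peaks (97.4) and with ranks by -log10 q (97.3). The other 5 of the 8 alternatives kept it outside. Over all of them the change ranged from 2.92 with 1000 bp upstream to 17.5 with a q-value under 1e-05. With the 5000 strongest peaks of each list the change in spt7-1180 at 25 °C was 2.19. The list of SAGA-dominated genes was not used here, and single genes named in the paper are given instead. CDC19, with an upstream peak in the wild type at both temperatures, had none in spt7-1180 and had peaks in spt8Δ at 37 °C alone, at rank 94.6. ADH1 (YOL086C) had an upstream peak in the wild type at 37 °C alone (rank 62.9), in spt7-1180 at both temperatures (ranks 85.1 and 65.5) and in spt8Δ at 37 °C alone (rank 76.5). GAL1 (YBR020W) had none in the wild type, and had an upstream peak in spt7-1180 at both temperatures and in spt8Δ at 37 °C. Its fold enrichments there were 2.24, 1.80 and 1.98. These lists are the deepest, with backgrounds of 22.2, 36.3 and 28.8 reads, against 10.8, 5.98 and 7.99 in the lists without a GAL1 peak. Depth and strain are therefore not separated for GAL1. For every single gene, presence was compared between lists of different depth. ARG1 (YOL058W) had an upstream peak in the wild type at 37 °C alone (rank 67.3), none in spt7-1180, and a peak in spt8Δ at both temperatures (ranks 71.5 and 69.0). From the read profiles in Fig. 5b the paper concludes that both SAGA and SLIK take part in recruiting Sus1 to SAGA-dominated genes.

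**Figure D3:**
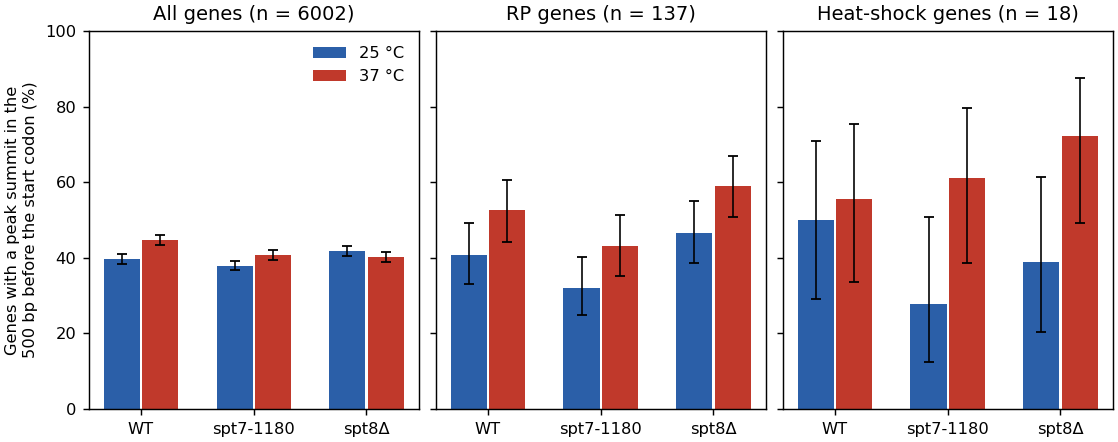
Percentage of all genes, RP genes and heat-shock genes with a peak summit in the 500 bp before the start codon, in each strain at 25 °C (blue) and 37 °C (red), with Wilson 95% intervals. For RP genes in spt8Δ the bars stand at 46.7% and 59.1%.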

**Fig. 5:**
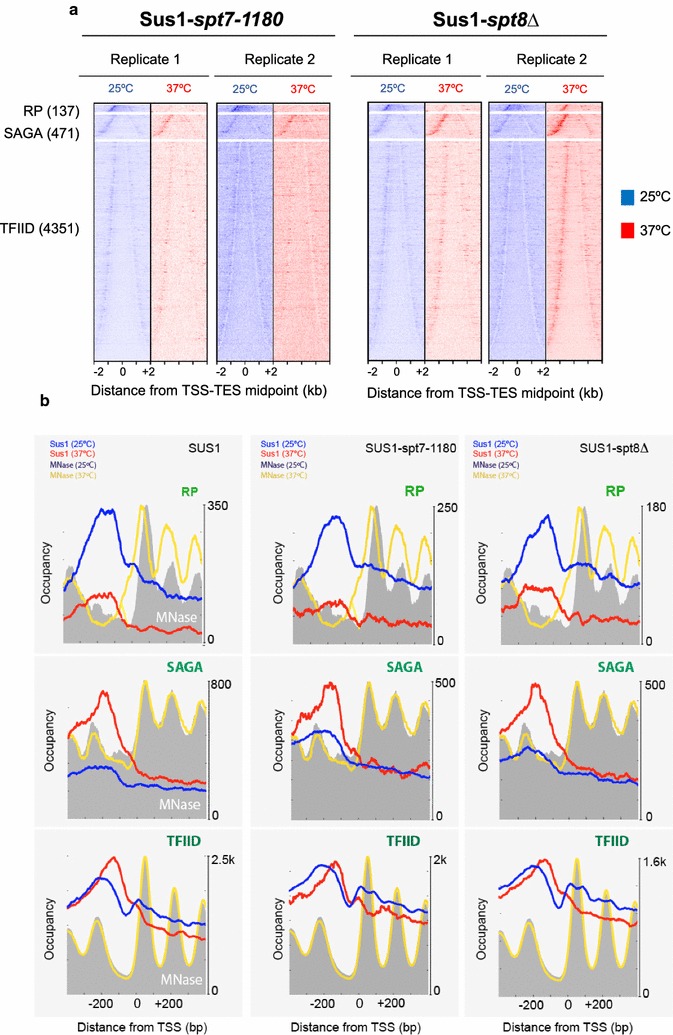
Positional organization of Sus1 in SLIK-constitutive mutants. **a** Heat map showing shifted 5′-end sequencing reads (tags) for Sus1 in *spt71180* (left panel) and *spt8Δ* (right panel) at 25 °C (blue) and after 15 min at 37 °C (red), aligned by the midpoint in between the transcription start site (TSS) and transcription end site (TES), split into three subgroups: RP, SAGA and TFIID genes and sorted by gene length in each subgroup. The results of two replicates are shown. **b** Gene-averaged 5′-ends of shifted relative read counts (representing points of cross-linking) of Sus1-WT (left panel), Sus1 in *spt71180* (middle panel) and *spt8Δ* (right panel) at 25 °C (blue) and after 15 min at 37 °C (red) around the transcription start site (TSS) in three gene classes: ribosomal protein (RP) genes, SAGA-dominated genes and TFIID-dominated genes, with TSS oriented to the right. Nucleosomes (based on MNase ChIP-seq) are plotted and based on values from [39]. Abrupt heat shock at 37 °C (yellow line) and 25 °C (grey fill) is shown. The resulting normalized ratios were plotted. Note that ordinate scales vary for the three gene classes due to differences in the number of genes in each class

## Discussion

In this study, we demonstrate a general role for Sus1 in transcription and mRNA stability in yeast cells. Sus1 is recruited to the upstream activation sequences of many genes and is necessary for mRNA synthesis of a large number of transcripts independently of the presence of a TATA sequence. The classical model of the role of SAGA/TFIID in regulating transcription states that they possess distinct but overlapping selectivity for promoters, thereby fostering a cascade of events that leads to the correct expression of their targeted genes. In classical studies, TATA-containing genes were relatively more dependent on SAGA, whereas TATA-like genes were relatively more dependent on the general transcription factor TFIID [2]. Numerous ChIP studies of SAGA factors revealed a picture of confined recruitment of SAGA to specific promoters and to some coding sequences [17–19, 28, 30, 51]. However, recent work that tried to delimit the specificity of SAGA regulation concluded that TFIID and SAGA are more equivalent than initially thought [34, 35]. These studies reported that SAGA-associated enzymatic activities act more widely at all transcribed genes [33]. In particular, it was shown that histone acetylation and deubiquitylation mediated by the SAGA-associated proteins Gcn5 and Ubp8, respectively, occur genome-wide, suggesting that SAGA has a broader role in gene expression. However, we suggest that contributions from subcomplexes that are not part of SAGA could not be excluded. The current view is further supported by two recent publications describing TFIID and SAGA as general cofactors for RNAPII transcription in yeast [34, 35]. SAGA factors Spt7, Spt3, Spt8 and Ubp8 were reported to associate with UASs at a majority of genes, which contrasts with recent results showing much more restricted localization [30]. Sus1 (this study) and SAGA ([30]) recruitments are enriched for highly transcribed genes and peak in the -150/-200-bp region coinciding with the UAS and NFR of many yeast genes, with particular enrichment of SAGA subunits at RP and SAGA-dominated genes. Further work is needed to resolve the discrepancy between the discordant studies.

Seminal studies that established the regulatory role of SAGA and the functional clustering of its subunits measured steady-state RNA levels, without differentiating between transcription and degradation rates [2, 31]. In this work, we measured separately transcriptional rate and mRNA abundance, and discovered that i) the absence of *SUS1* has a strong negative effect on the transcription rate and ii) mRNAs were generally more stable in the *sus1Δ* mutant. Similar phenotypes have recently been described for the SAGA/SLIK structural mutants *spt7Δ* and *spt20Δ* [33] and for some other SAGA subunits [35]. The GRO analyses of *sus1Δ* presented here complement these observations, suggesting that Sus1 is part of the SAGA-related factors that influence the stability of RNAPII-transcribed mRNAs. However, since Sus1 is a shared component of SAGA/SLIK and TREX-2, we cannot attribute unambiguously the observed Sus1-dependent effect on transcription only to SAGA/SLIK. Further work is required to study the contribution of TREX-2 to this phenotype.

We observe that genes more stabilized by absence of *SUS1* tend to have higher TR. This could reflect a compensatory crosstalk mechanism in which the general reduction in TR by *SUS1* deletion is compensated by increase in HL in order to maintain mRNA levels, or vice versa. Such effect has previously been reported for decay factors [52, 53] and for transcription factors [54, 55]. In this way, Sus1 would participate in the co-transcriptional imprinting on mRNA molecules that regulates transcript fate [52, 56]. The fact that Sus1 is also involved in mRNA export, which is known to be coupled to upstream events [57], makes it an excellent candidate to participate in the mRNA imprinting of different classes of transcripts. Although the stability of all types of mRNAs (SAGA, TFIID and RP) depends on Sus1, we observed differences among them. On average, Sus1 absence affects more the HL of RPs mRNAs than TFIID-dominated and SAGA-dominated ones. RP and TFIID-dominated genes require a higher increase in HL to buffer for a global mRNA homoeostasis which is expected under standard conditions. Sus1 association to TFIID-dominated genes is barely affected by heat, probably because relative few TFIID genes are heat-shock-induced. In contrast, upon stress Sus1 relocates preferentially to promoters of SAGA-dominated genes. This change is maximal for promoters that are part of the environmental stress response (ESR-up). Since the RP genes are a fundamental part of the ESR-down response, a reallocation of Sus1 from RP genes to ESR-up genes as part of the heat-shock ESR is expected. This behaviour is consistent with the observation that Sus1 associates with elongating RNAPII [18], which is reallocated from RP to ESR-up genes upon stress. One possibility is that this phenotype is imposed by the chromatin organization of each gene class, being ESR-up genes controlled by SAGA to allow fine-tuned transcriptional changes. We speculate that SAGA-dependent histone modifications might become more crucial in these chromatin contexts than in genes that require less expression plasticity (for instance, constitutive TFIID genes). Additionally, data indicate that SAGA and TFIID have different functional spectra, and while TFIID is exclusively involved in PIC assembly, SAGA subunits also participate in transcript elongation [33]. Consequently, the SAGA pathway provides a greater dynamic range of mRNA output and more opportunities for transcriptional regulation [28].

SAGA and SLIK share all but two of their components: Spt8 and full Spt7. The distinctive roles of the two complexes are still not clear and are difficult to address because of this high degree of overlap. We examine here an “ONLY-SLIK” phenotype by using mutants of *spt8Δ* and truncated *spt7*-*1180*. We addressed the contribution of SLIK to Sus1 recruitment by demonstrating that SLIK contributes to recruitment of Sus1 genome-wide, along with SAGA. Therefore, these results provide insights into the shared roles of SAGA and SLIK.

## Conclusions

We propose here that under standard conditions Sus1 is recruited at a basal level to the UAS regions of expressed RP, SAGA-dominated and TFIID-dominated genes, at levels that reflect their transcriptional activity. Upon heat stress, Sus1 is preferentially associates with promoters of SAGA-dominated genes (especially ESR-up genes) in parallel with gene activation. Since Sus1-dependent deubiquitylation is genome-wide [58], Sus1 could facilitate the “fast” binding of the SAGA-DUB module in all these genomic locations, supporting a transient interaction between at least some SAGA/SLIK subunits and coding regions. Furthermore, since Sus1 is part of TREX-2 whose presence is enriched towards 3′ ends [23], Sus1 could contact TREX-2 to ensure a correct coupling between the different steps of the gene expression process. This is consistent with our detection of Sus1 also at the 3′ end of genes. Last, a common feature of SAGA and TFIID is the presence of a shared set of TAFs [59]. A provocative hypothesis is that a preassembled core of these shared TAFs serves as a scaffold for assembly or switching between TFIID, SAGA or SLIK complexes at yeast genes promoters.

## Methods

### Yeast strains, recombinant DNA work and microbiological techniques

The yeast strains used in this study are listed in Additional file 5: Table S1. Chromosomal integration of TAP (*URA3* marker) and MYC (*HIS3* marker) as C-terminal tags was performed as previously described [60, 61]. For gene disruption, the indicated gene was deleted by high-efficiency transformation using a PCR product amplified from the plasmid pRS400-KanMX4. All deletions and genomically tagged strains were confirmed by PCR and/or western blot analysis. Strains were grown under standard conditions.

### Chromatin immunoprecipitation (ChIP)

ChIP was performed as described [62] with minor modifications. Fifty millilitres of exponential-phase cultures grown in YPD at 25 °C was cross-linked with 1% of formaldehyde solution (Sigma) for 20 min at room temperature. The reaction was quenched with 125 mM glycine. Cells were collected and washed with Tris–saline buffer. Cells were broken in lysis buffer with glass beads, and cell extracts were sonicated in a Bioruptor (Diagenode). Ten microlitres of extract was reserved as the input, and the rest was incubated with Dynabeads^®^ Pan Mouse IgG for 2 h. Immunoprecipitates (IP) were washed, and samples were eluted at 65 °C for 20 min with 100 µL of elution buffer. Inputs and immunoprecipitation samples were incubated at 65 °C overnight to reverse the cross-linking. Samples were treated with proteinase K, and DNA was purified with phenol/chloroform/isoamyl alcohol extraction and ethanol precipitation. The list of primers for ChIP analysis and RTqPCR can be found in the Additional file 6: Table S2).

### ChIP-exo and data analyses

Two biological replicates of each ChIP-exo of Sus1-MYC-tagged protein and a no-tag strain were performed. Cells were grown in YPD at 25 °C. The experiments were performed as in [30]. The heat-shock treatment was performed at 37 °C for 15 min. Prechilled formaldehyde was added to achieve a final concentration of 1%. Reactions were quenched and cells collected by centrifugation. Solubilized sonicated chromatin was prepared from cell extracts to yield a DNA fragment size of < 500 bp. For mapping nucleosomes, data from [39] were used. DNA was trimmed in the 5–3 direction with lambda exonuclease, until stopped by formaldehyde cross-link. The resulting DNA was subjected to deep sequencing. Sequencing reads were mapped to yeast genome (sacCer3) using BWA (version 0.5.9-r16). For all figures, reads were shifted in the 3′ direction by 6 bp and strand information was removed to better reflect the point of cross-linking. To compare mock and heat-shock data sets, data were normalized to have equal number of reads. The set of SAGA-/TFIID-dominated genes were obtained from [2] (Additional file 7).

### Genomic run-on

Genomic run-on (GRO) for WT and *sus1Δ* was done and analysed as described in [44]. This method allows for the determination on nascent transcription rates genome-wide because it labels nascent mRNAs in elongating RNA polymerases. Values were transformed into true mRNA synthesis rates (TR) by dividing by the cell volume (see [43] for a detailed explanation). Aliquots of the same cell samples were used to determine mRNA levels for all yeast genes as described in [40]. Total mRNA concentration in WT and *sus1Δ* cells was determined [40] and used for normalization of mRNA levels (RA). In this way, mRNA half-lives (HL) for all mRNAs were calculated, assuming steady-state conditions, as the ratio between RAs levels and TRs.

## Additional files

**Additional file 1: Fig. S1.** Sus1 occupancy at TFIID-dependent genes was monitored by ChIP analysis of Sus1-TAP in a wild-type strain (Sus1-TAP). As a control, the signal of an isogenic strain bearing no-tagged Sus1 was monitored (No-tag). The occupancy level was calculated as the signal ratio of IP samples in relation to the input signal and relative to an internal control. The resulting normalized ratios were plotted. Error bars represent the SD from at least three independent experiments. Differences in means were assessed by Student’s independent-samples t test. P values < 0.05, indicated with an asterisk, were considered to be statistically significant.

**Additional file 2: Fig. S2.** Gene set enrichment analysis (GSEA) for the highest ChIP-exo reads. The genes were ranked according to the number of mapped reads and searched for GO terms enriched at the top of the list in comparison with the rest of the list using GSEA. The resulting list of over-represented GO terms was reduced and visualized with the ReviGO web server (http://revigo.irb.hr/). a) Binding at 25 °C. Left: Results at the Biological Process GO; right: Results at the Cellular Component GO. b) Binding at 37 °C, results are given for the Biological Process GO. The Cellular Component GO gave no results. The size of the circle for each GO term is proportional to the number of genes included, and the red colour intensity is proportional to the *p* value.

**Additional file 3: Fig. S3.** Gene set enrichment analysis (GSEA) of TR ratios (*sus1*Δ/WT). Gene Ontology (GO) terms (filtered by means of ReviGO software, see Fig, S2) over-represented at the top and at the bottom of the ranked list of TR ratio values.

**Additional file 4: Fig. S4.** Gene set enrichment analysis (GSEA) analysis of HL ratios (*sus1*Δ/WT). Gene Ontology (GO) terms (filtered by means of ReviGO software, see Fig, S2) over-represented at the top and at the bottom of the ranked list of HL ratio values.

**Additional file 5: Table S1.** Is a table listing strain used in this study.

**Additional file 6: Table S2.** Is a table listing Primers for ChIP analysis and RT-qPCR.

**Additional file 7.** ChIP-exo data analysis.

## Abbreviations

TFIID: transcription factor IID
SAGA: Spt–Ada–Gcn5 acetyltransferase
RNAPII: RNA polymerase II
SLIK: SAGA-like complex
HAT: histone acetyltransferase activity
DUB: deubiquitylation
TREX-2: transcription and export complex
RP: ribosomal protein
ESR: environmental stress response
WT: wild-type
GRO: genomic run-on
GSEA: gene set enrichment analysis
TR: transcription rate
RA: relative mRNA abundance
ChIP-exo: chromatin immunoprecipitation-exonuclease
TSS: transcription start site
TTS: transcription termination site

# Supplementary material for: The SAGA/TREX-2 subunit Sus1 binds widely to transcribed genes and affects mRNA turnover globally
**Source:** Epigenetics Chromatin. 2018 Mar 29;11:13. doi: 10.1186/s13072-018-0184-2
**Supplement:** Supplementary file 3 — Additional file 3: Fig. S3. Gene set enrichment analysis (GSEA) of TR ratios (sus1Δ/WT). Gene Ontology (GO) terms (filtered by means of ReviGO software, see Fig, S2) over-represented at the top and at the bottom of the ranked list of TR ratio values.

TR ratios (*sus1*Δ/WT). GO enriched terms

## Top

| Term ID    | Description                                                 | log <sub>10</sub> p-value |
|------------|-------------------------------------------------------------|---------------------------|
| GO:0055114 | oxidation-reduction process                                 | -4.757                    |
| GO:0015980 | energy derivation by oxidation of organic compounds         | -4.281                    |
| GO:0043605 | cellular amide catabolic process                            | -4.162                    |
| GO:0006081 | cellular aldehyde metabolic process                         | -3.572                    |
| GO:0005978 | glycogen biosynthetic process                               | -2.839                    |
| GO:0006091 | generation of precursor metabolites and energy              | -2.697                    |
| GO:0006122 | mitochondrial electron transport, ubiquinol to cytochrome c | -2.423                    |
| GO:0006739 | NADP metabolic process                                      | -2.384                    |

## Bottom

| Term ID    | Description                                                                               | log <sub>10</sub> p-value |
|------------|-------------------------------------------------------------------------------------------|---------------------------|
| GO:0042254 | ribosome biogenesis                                                                       | -19.291                   |
| GO:0006412 | translation                                                                               | -18.636                   |
| GO:0034660 | ncRNA metabolic process                                                                   | -13.854                   |
| GO:0016072 | rRNA metabolic process                                                                    | -13.503                   |
| GO:0006396 | RNA processing                                                                            | -9.815                    |
| GO:0016070 | RNA metabolic process                                                                     | -8.083                    |
| GO:0006913 | nucleocytoplasmic transport                                                               | -7.443                    |
| GO:0051169 | nuclear transport                                                                         | -7.443                    |
| GO:0071166 | ribonucleoprotein complex localization                                                    | -6.654                    |
| GO:0033750 | ribosome localization                                                                     | -6.382                    |
| GO:0000466 | maturation of 5.8S rRNA from tricistronic rRNA transcript (SSU-rRNA, 5.8S rRNA, LSU-rRNA) | -5.587                    |
| GO:0090501 | RNA phosphodiester bond hydrolysis                                                        | -5.349                    |
| GO:0000469 | cleavage involved in rRNA processing                                                      | -5.349                    |
| GO:0000478 | endonucleolytic cleavage involved in rRNA processing                                      | -4.719                    |
| GO:0044085 | cellular component biogenesis                                                             | -4.684                    |
| GO:0015931 | nucleobase-containing compound transport                                                  | -4.151                    |
| GO:0051640 | organelle localization                                                                    | -4.086                    |
| GO:0051028 | mRNA transport                                                                            | -4.031                    |
| GO:0006403 | RNA localization                                                                          | -3.975                    |
| GO:0016482 | cytosolic transport                                                                       | -3.336                    |

# Supplementary material for: The SAGA/TREX-2 subunit Sus1 binds widely to transcribed genes and affects mRNA turnover globally
**Source:** Epigenetics Chromatin. 2018 Mar 29;11:13. doi: 10.1186/s13072-018-0184-2
**Supplement:** Supplementary file 5 — Additional file 5: Table S1. Is a table listing strain used in this study.

**Supplemental Table S1. Strains used in this study.**

| <b>Yeast strain</b>          | <b>Genotype</b>                                                                          | <b>Genotype reference</b>    |
|------------------------------|------------------------------------------------------------------------------------------|------------------------------|
| BY4741                       | <i>Mat a, leu2-Δ0, his3-Δ1, met15-Δ0, ura3-Δ0</i>                                        | Euroscarf                    |
| <i>sus1Δ</i>                 | <i>Mat a, leu2-Δ0, his3-Δ1, met15-Δ0, ura3-Δ0<br/>sus1::KANMX4</i>                       | This study                   |
| SUS1-TAP                     | <i>Mat a, leu2-Δ0, his3-Δ1, met15-Δ0,<br/>SUS1-TAP::URA3</i>                             | This study                   |
| SUS1-MYC                     | <i>Mat a, leu2-Δ0, his3-Δ1, met15-Δ0, ura3-Δ0,<br/>SUS1-MYC::HIS3</i>                    | Pascual-García et al. (2008) |
| SUS1-MYC<br><i>spt8Δ</i>     | <i>Mat a, leu2-Δ0, his3-Δ1, met15-Δ0, ura3-Δ0,<br/>SUS1-MYC::HIS3, spt8::KanMX4</i>      | This study                   |
| SUS1-MYC<br><i>spt7-1180</i> | <i>Mat a, leu2-Δ0, his3-Δ1, met15-Δ0, ura3-Δ0,<br/>SUS1-MYC::HIS3, spt7-1180::KanMX4</i> | This study                   |

# Supplementary material for: The SAGA/TREX-2 subunit Sus1 binds widely to transcribed genes and affects mRNA turnover globally
**Source:** Epigenetics Chromatin. 2018 Mar 29;11:13. doi: 10.1186/s13072-018-0184-2
**Supplement:** Supplementary file 6 — Additional file 6: Table S2. Is a table listing Primers for ChIP analysis and RT-qPCR.

**Supplemental Table S2. Primers for ChIP analysis and RT-qPCR.**

| <b>Amplified region</b>          | <b>Oligo name</b> | <b>Oligo sequence</b>     |
|----------------------------------|-------------------|---------------------------|
| Intergenic region (chromosome V) | <i>IntV</i> -UP   | TGTTCCCTTTAAGAGGTGATGGTGA |
|                                  | <i>IntV</i> -DW   | GTGCGCAGTACTTGTGAAAACC    |
| <i>ACT1</i>                      | <i>ACT1</i> -UP   | GTTTTGGATTCCGGTGATGG      |
|                                  | <i>ACT1</i> -DW   | AATCTCTACCGGCCAAATCG      |
| YGL189C ORF                      | YGL189C-UP        | CGCTTTGCCAAAGACTTACAAC    |
|                                  | YGL189C-DW        | CTTCTTGGCGGCATCAGCA       |
| YHR036W ORF                      | YHR036W-UP        | CGTTGACGAGGAGTTAGGAGG     |
|                                  | YHR036W-DW        | CCTCATCAGCTTTAGCAGCAC     |
| YDR050C ORF                      | YDR050C-UP        | GTCAAGGTGTCGGTGTCATC      |
|                                  | YDR050C-DW        | GACTGGTTCGTAAGCGACAAC     |
| YER006W ORF                      | YER006W-UP        | GGTATTCCAAATCTTGCCAGTG    |
|                                  | YER006W-DW        | GCAATTGGAGCTTGTTTAGTGC    |

# Supplementary material for: The SAGA/TREX-2 subunit Sus1 binds widely to transcribed genes and affects mRNA turnover globally
**Source:** Epigenetics Chromatin. 2018 Mar 29;11:13. doi: 10.1186/s13072-018-0184-2
**Supplement:** Supplementary file 7 — Additional file 7. ChIP-exo data analysis.

**Additional Info: ChIP-exo data analysis.**

"Transcription start and end sites (TSS and TES) are from [REF: Xu et al. 2009]. MNase mock and heat shock data is from [REF: Shivaswamy S et al. 2008]"

Xu Z, Wei W, Gagneur J, Perocchi F, Clauder-Munster S, Camblong J, Guffanti E, Stutz F, Huber W, Steinmetz LM. 2009. Bidirectional promoters generate pervasive transcription in yeast. Nature 457: 1033–1037.

Shivaswamy S, Bhinge A, Zhao Y, Jones S, Hirst M, Iyer VR. 2008. Dynamic remodeling of individual nucleosomes across a eukaryotic genome in response to transcriptional perturbation. PLoS Biol 6: e65.

How the deposited data were processed for this re-analysis (not part of the article)

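Sus1 binding was measured by ChIP-exo with MYC-tagged Sus1 in the wild type and in the spt7-1180 and spt8Δ strains, each at 25 °C and after 15 min at 37 °C. The authors mapped the reads to sacCer3 with BWA and deposited a peak list for each strain and temperature. For each peak the list gives the fold enrichment at the summit, a ratio over the local background of the same list, and the authors' -log10 p and -log10 q. The peak caller, its control and the pooling of replicates are not stated in the paper's text or in the sample labels, but the layout of the lists is that of MACS2. Every listed peak has a q-value under 0.05. The labels name 22 samples, with 3 replicates of each tagged condition, and no list for a single replicate was used here. Each list was assigned to its condition by the name the authors gave it, and the peaks in SPT8, SPT7 and the marker genes LEU2, MET17, URA3 and HIS3 were looked at as a check, of which LEU2, MET17 (also named MET15) and URA3 are deleted in the SUS1-MYC strains by the paper's strain table. The lists of SAGA-dominated, TFIID-dominated and ESR-up genes, the no-tag libraries, the nucleosome maps and the genomic run-on data were not analysed here.

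Changes in binding between lists were not measured by the deposited ratios, and where ratios of different lists are printed side by side they describe each list. The exception is the weighing of the highest ratios in the closing section. The depth of each list was described by solving the deposited fold enrichment and -log10 p of each peak for a whole-number height and a Poisson background with a pseudocount of 1. Heights within 0.05 of a whole number were found for between 99.99% and 100% of the solved peaks. The lowest background so obtained ranged from 5.98 to 36.3 reads, so that weak sites are called more easily in the deeper lists.

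Positions were taken from the RefSeq annotation of the same genome, which has 6002 nuclear protein-coding genes and 275 tRNA genes. The position of a peak was its summit, and it counted for every gene whose 500 bp upstream region held it. Genes were ranked within a list by the fold enrichment of their strongest upstream peak, as percentiles in which genes without a peak share a rank, and more than 50% of the genes lacked a peak in every list. RP genes were those with an RPL, RPS or RPP symbol, and heat-shock genes those with the symbols HSP, SSA1 to SSA4 or HSC82. The Gene Ontology sets came from the annotation, by the exact term with experimental evidence and without narrower terms. Random placements moved each peak along its chromosome 1000 times with the seed 65902, keeping the number and width of the peaks. A result was called outside the placements when it lay beyond their central 95%. The change of a gene set between 2 lists was set against 10000 random gene lists of the same size, drawn from 20 bins of the mean rank of both lists. With 1 list per condition there is no error between replicates, and no p-value is given. Intervals of shares are Wilson intervals, and intervals of medians come from binomial order statistics.

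The gene sets, windows and alternatives were chosen before the data were examined, except those that the text names as chosen later. The genes named in the text are those the paper names, the genes of the label check, the 5 RP genes and 5 heat-shock genes whose rank moved most with heat in the wild type and in the same direction in both mutants, and the 5 genes with the largest rise and the 5 with the largest fall by the same rule. The sites with the highest fold enrichment in spt8Δ at 25 °C were chosen after their values were seen. The alternatives were a q-value under 1e-05, equal numbers of peaks in every list (16593, then the 5000 strongest), the midpoint of a peak as its position, upstream regions of 300 and 1000 bp, only the nearest start codon, convergent gene ends, a window of 250 bp at the stop codon, a reciprocal overlap of 50%, ranks by -log10 q or by the sum of fold enrichment, RP genes without a duplicate copy, and the body of the tRNA gene alone. Placements and gene lists matched on base composition (the GC share of 101 bp around the summit, or of the upstream region), peaks at least 200 bp from tRNA genes, and mean ranks were added after seeing the data.

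The computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The counting was tested on simulated data. Of 200 simulated lists without preference, 6% lay outside the placements, against a nominal 5%. A simulated upstream share of 37.0% was recovered as 36.7%, and summits planted in the bin that starts at -200 bp were found there. Of 100 gene sets without a change 7 lay outside the middle 95% of random lists, and of 100 sets that lost 60% of their peaks 100 did. Of 100 sets that lost 20% of their peaks, a mean change of -9.73 percentage points, 38 did, so changes of that size in a set of 137 genes are often missed.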

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

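The tests on the background of the spt8Δ list, on genes deleted in the strain and on the share of genes with an upstream peak were chosen after their results were seen, and the tests on identical tRNA gene copies and on repeated sequence were chosen after the patterns were seen but before the values of the tests were. The paper does not report on tRNA genes, on the sites of highest enrichment or on the opposite changes of all genes in the wild type and spt8Δ.

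In every list, nearly all of the 275 tRNA genes had a peak summit in the gene or within 200 bp. In the wild type the share was 90.9% at 25 °C and 90.9% at 37 °C, in spt7-1180 it was 97.8% and 97.1%, and in spt8Δ it was 94.2% and 96.7%. The means of random placements lay between 48.3% and 55.1%. No list from the no-tag strain was analysed here, so the placements are the only reference. Reads shared between identical tRNA genes would leave genes with a sequence of their own at the level of the placements. The 33 tRNA genes whose sequence occurs once had a peak in the wild type at 25 °C at 1.86 times the share of the placements, which argues against shared reads as the cause. The called summits lie beside the genes, since the gene bodies alone held a summit for 9.45% of tRNA genes in that list, against 10.5% of placements. Gene bodies were not counted separately for the 33 genes, so shared reads are not excluded as a reason for this position. The share of tRNA genes with a summit in the gene or within 200 bp was above the placements in both mutants and at both temperatures. Nonspecific recovery of highly transcribed DNA stays open as a technical explanation and was not tested, as does binding of Sus1 near genes of RNA polymerase III.

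In the spt8Δ list at 25 °C the highest fold enrichment was 945.5, while 95% of the values of that list were below 5.99, and the highest value of any other list was 39.6. It lies on chromosome 8 from 521663 to 522269, upstream of YHR210C. The next sites were upstream of HXT3 (832), MIG2 (332), MAL11 and MAL12 (290) and MAL32 (249). These sites were named after their values were seen. The list has 10 sites of this kind when the 10 strongest peaks are taken, and at all 10 the sequence at the summit occurs once in the genome, which argues against repeated sequence. A low background alone would give similar values in other lists, but the list with the lowest background, the wild type at 37 °C, reached 39.6. Of the 10 sites, 8 had a peak in the wild-type list at 25 °C and 10 at 37 °C, and 4 were among the 100 strongest of each. The first of these sites ranked 1 and 2 in the wild-type lists at 25 and 37 °C, and the HXT3 site ranked 2 and 1. The MAL32 site ranked 6010 and 520. Of the 10 sites, 0 were among the 100 strongest of either spt7-1180 list or of spt8Δ at 37 °C. The paper's strain table gives LEU2, MET17 and URA3 as deleted in the SUS1-MYC strains, so summits there would come from DNA of another strain or from misplaced reads. This list held 1 summit in the 3 coding regions, in LEU2, where the density of summits in coding regions would give 4.89, and the other lists held 0. The LEU2 peak had a fold enrichment of 2.67, below the median of the list, and 1 weak peak is too few to decide, so reads from DNA of another strain stay open as an explanation of the high values. A difference between strains and a difference in the growth of a single culture also stay open and were not tested. With a single list no spread between replicates is known.

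Between 25 and 37 °C the share of genes with an upstream peak rose by 5.05 percentage points in the wild type and changed by -1.58 percentage points in spt8Δ. The difference between the strains itself was not tested, because there is a single list for each strain and temperature. With the same number of peaks in every list the changes were 2.68 and -3.18 percentage points, still of opposite sign, which argues against the number of peaks as the cause. With the 5000 strongest peaks they were 0.983 and 0.417 percentage points, of the same sign, so a candidate explanation is that weakly enriched peaks carry the difference. The lowest background fell from 10.8 to 5.98 reads with heat in the wild type and rose from 7.99 to 28.8 reads in spt8Δ, so depth is confounded with this contrast. In spt7-1180 the background also rose, from 22.2 to 36.3 reads, and the share changed by 2.82 percentage points, or by -0.500 with equal numbers of peaks. With the 5000 strongest peaks it changed by -0.616, opposite in sign to the wild type, so the strongest peaks did not give the same sign in every strain. A biological difference between the strains stays open and was not tested.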

How the results depend on the processing

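Placements and gene lists matched on base composition, mean ranks and the settings that leave out peaks near tRNA genes were chosen after the results were seen. No paired analysis was possible because there is a single peak list for each condition and no list for a single replicate. Of 361 combinations of a main result with an alternative, 300 kept the direction and the side of the threshold, 35 moved, 12 reversed, 10 became weaker and 4 became stronger. Of 556 combinations for further gene sets and lists, 382 kept both, 107 moved, 23 reversed, 22 became weaker and 22 became stronger. Unless a reason is given, the cause was not tested.

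The share of summits in upstream regions lay below the placements in all 6 lists under all 9 alternatives, with ratios to the placements from 0.491 to 0.875 in the wild type at 25 °C, and the share of genes with an upstream peak did so under all 7, with ratios from 0.634 to 0.923. The overlap of the lists stayed above the placements under all 4 alternatives, as did the share of RP genes with a peak near the stop codon at 25 °C in the wild type under all 7, with ratios from 1.49 to 2.47. At 37 °C that share of RP genes lay inside the placements with convergent gene ends in the wild type (ratio 1.28) and in spt8Δ (1.41). The other 6 of the 7 alternatives kept it above them in both strains. The median upstream position of -299 bp became -327 bp with the 5000 strongest peaks, -586 bp with 1000 bp upstream and -255 bp with only the nearest start codon. Spearman's rho of the wild-type lists fell to 0.175 with 300 bp upstream.

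For genes other than RP genes, the ratio to the placements near the stop codon was 0.913 in the wild type at 25 °C. With convergent gene ends it was 0.956 there, inside the placements, and it was 1.04 (1.038) in the wild type at 37 °C and 1.04 (1.040) in spt7-1180 at 37 °C. With placements matched on base composition it was 1.10 and 1.15 in the wild type at 25 and 37 °C, 1.11 and 1.19 in spt7-1180, and 1.10 and 1.15 in spt8Δ, all above the placements. With the tRNA gene body alone, the ratio for tRNA genes was 0.899 and 1.18 in the wild type, 0.488 and 0.471 in spt7-1180, and 0.803 and 0.738 in spt8Δ.

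Where more than 50% of a gene set lacks a peak in both lists, both medians lie at the rank shared by genes without a peak, and the difference of the medians is that of the shared ranks. This is what moved most of the medians. For the RP genes with heat in the wild type, the change of the median rank was 30.2, and 0.616 with a q-value under 1e-05, -0.492 with the 5000 strongest peaks, -2.17 with 300 bp upstream and -2.37 with only the nearest start codon. It stood at percentile 99.5 of gene lists matched on base composition, outside their middle 95%, and at 96.6 of the lists matched on rank, inside it. The same values, 0.616, -0.492, -2.17 and -2.37, were found for cytoplasmic translation, -0.492 and -2.17 for heat-shock genes, and 0.616 and -0.492 for response to heat. The change in the share of RP genes in the wild type kept its sign and stayed inside the middle 95% of the random lists under all 10 alternatives, from 2.19 to 12.4 percentage points. Its sign could not change with ranks by -log10 q or by the sum of fold enrichment, or with lists matched on base composition.

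For RP genes with heat in spt7-1180, the mean rank changed by 4.00, the median by -2.44 with 1000 bp upstream, and the share by 0 with the 5000 strongest peaks and by 16.1 percentage points with 300 bp upstream, at percentile 99.95 and so outside the middle 95% of the random lists, unlike the change with the full lists and 500 bp. In spt8Δ the median changed by -0.208 with the 5000 strongest peaks, 0.933 with 300 bp, 4.00 (3.999) with 1000 bp and 33.8 for genes without a duplicate copy, and the share by 4.38 percentage points with 1000 bp, 8.76 with the nearest start codon and 21.1 for genes without a duplicate copy, of which there are 19. These 3 changes of the share lay inside the middle 95% of the random lists, as did the medians of 4.00 and 33.8, unlike the 38.7 of the median and the 12.4 percentage points of the share over all RP genes with the full lists and 500 bp.

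For RP genes between the wild type and spt7-1180 at 25 °C, the mean rank changed by -2.17, the median by 4.40 with 1000 bp upstream and the share by 2.19 percentage points with the 5000 strongest peaks. At 37 °C the median changed by -2.88 with a q-value under 1e-05, 0.891 with the 5000 strongest peaks, 2.45 with 300 bp upstream, 1.69 with the nearest start codon and -30.7 with ranks by the sum of fold enrichment (percentile 1.78, outside the middle 95%), and the share by 1.46 percentage points with a q-value under 1e-05 and 0 with the 5000 strongest peaks. Between the wild type and spt8Δ at 25 °C the mean rank changed by 2.64 and the median by 7.46 with 1000 bp upstream. At 37 °C the mean rank changed by 6.00 (percentile 98.9, outside the middle 95%, unlike the median with the full lists), the median by -0.333 with the 5000 strongest peaks and 2.33 with 300 bp upstream, and the share by 6.57 percentage points with equal numbers of peaks or ranks by -log10 q and 8.76 with the 5000 strongest peaks, all inside the middle 95% of the random lists, whereas with the full lists the change lay outside.

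In the wild type with heat, the share of heat-shock genes changed by -5.56 percentage points with 1000 bp upstream. For protein folding, the mean rank changed by 2.02, and with 1000 bp upstream the median changed by -8.04 and the share by -4.69 percentage points. For response to heat, the share changed by -7.69 percentage points with a q-value under 1e-05 and by 0 with the 5000 strongest peaks, and the median by -0.283 with ranks by -log10 q.

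Further reversals concerned other gene sets. For heat-shock genes between the wild type and spt7-1180 at 37 °C the share changed by -11.1 percentage points with the 5000 strongest peaks and the median by -13.5 with 1000 bp upstream, and between the wild type and spt8Δ at 25 °C the share changed by 5.56 with the 5000 strongest peaks. For cytoplasmic translation the median changed by -0.333 in spt8Δ with heat and 1000 bp upstream, and the share by 0.943 from the wild type to spt7-1180 at 37 °C with a q-value under 1e-05 and by -2.83 from the wild type to spt8Δ at 37 °C with 1000 bp upstream. For response to heat between the wild type and spt7-1180, the share changed by 7.69 with the 5000 strongest peaks and the median by 1.38 with 1000 bp upstream at 25 °C, and the median by -35.1 with 300 bp upstream and -2.27 with the sum of fold enrichment at 37 °C. Between the wild type and spt8Δ, the share changed by 7.69 with 300 bp upstream and the median by 0.541 with 1000 bp upstream at 25 °C, and at 37 °C the share by 23.1 with a q-value under 1e-05 and 7.69 with the 5000 strongest peaks, and the median by -35.2 with 300 bp upstream and -8.26 with the sum of fold enrichment.

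The number of genes limits the smaller sets, since a change of 1 gene among 13 moves a share by 7.69 percentage points and 1 among 18 by 5.56. The depth of the lists limits every comparison of peaks between lists, because the background of the deepest list is 6.07 times that of the shallowest.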

Differences from the paper's values

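No test in this part was chosen after the result was seen, apart from the gene lists matched on base composition among the alternatives for RP genes. The paper places most Sus1 binding in the wild type at 25 °C at a distance of 200 bp upstream of the transcription start site. The median upstream summit lay 299 bp before the start codon. The 2 distances differ in their reference point, since the annotation used here has no transcription start sites. The median is also set largely by the size of the upstream region, since 100 random placements gave a mean of -251 bp, so it is no test of the paper's position. Among the alternatives set before the data were examined, the distance was 302 bp with a q-value under 1e-05, 300 bp with equal numbers of peaks, 327 bp with the 5000 strongest peaks, 298.5 bp with midpoints, 586 bp with an upstream region of 1000 bp and 255 bp with only the nearest start codon, and none of them gave the paper's value.

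The paper states that Sus1 binds preferentially to UAS regions in nucleosome-free DNA. It bases this on read profiles around the transcription start site in its gene classes, with ChIP-qPCR at some TFIID genes. The measure here is unlike, since peaks were counted without weight, from the start codon and over all genes. The upstream regions also include coding sequence of neighbouring genes. In the wild-type peak list at 25 °C, 15.0% of summits lay in the 500 bp before a start codon against 21.3% of random placements, and 82.2% lay in coding regions against 72.9%.

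The paper states that at RP genes Sus1 is found mainly at the 5′ end. In the peak lists at 25 °C, the share of RP genes with a summit in the 300 bp before the start codon and near the stop codon was 27.0% and 56.9% in the wild type, 17.5% and 65.7% in spt7-1180, and 33.6% and 60.6% in spt8Δ. At 37 °C it was 37.2% and 51.1%, 33.6% and 58.4%, and 45.3% and 54.0%. The window at the stop codon includes 150 bp of the gene's own coding region and the other window none. Summits are denser in coding than in upstream regions. How much of the difference comes from the windows was not measured. RP genes without a duplicate copy were not counted separately at gene ends.

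The paper states that Sus1 binding to RP genes falls at 37 °C (Fig. 1b and Fig. 4b). The paper compared read counts, whereas here the presence of a called peak was counted. The share of RP genes with an upstream peak in the wild type was 40.9% at 25 °C and 52.6% at 37 °C. This change was not distinguishable from that of matched random gene lists. The share of all genes rose as well, from 39.7% to 44.8%. The lists differ in depth, with lowest backgrounds of 10.8 reads at 25 °C and 5.98 reads at 37 °C. A share of genes with a peak does not show whether binding weakened, so it is no test of the paper's fall. The share of RP genes fell under none of the 10 alternatives. Ranks by -log10 q or by the sum of fold enrichment and gene lists matched on base composition cannot change this share. The change of the median rank was negative with the 5000 strongest peaks (-0.492), with an upstream region of 300 bp (-2.17) and with only the nearest start codon (-2.37), where both medians lie at the rank of genes without a peak.

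The paper shows SPB1 among its examples of Sus1 association at both temperatures (Fig. 1c). No peak summit lay in its upstream region in either wild-type list.

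The paper ranks cytoplasmic translation genes at the top at 25 °C and protein folding and response to heat genes at 37 °C (Fig. S2). The share of genes with an upstream peak rose with heat in all of these sets, by 13.2, 7.81 and 15.4 percentage points, each inside the middle 95% of matched random gene lists. The sets here hold only genes given the exact term with experimental evidence, so they can differ from those of the paper.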

Other observations

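The tests of base composition and of weakly enriched peaks on the upstream share were chosen after the result was seen, and for the RP genes the gene lists matched on base composition were added after the data were seen.

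Peaks were rare in AT-rich DNA in every list. In the wild type at 25 °C there were 24.3 peaks per 100 kb where fewer than 30% of the surrounding bases were G or C, and 192 per 100 kb between 38 and 42%. The mean GC share was 39.9% at summits, 39.5% in coding regions and 37.0% in upstream regions, so a candidate explanation for the few upstream summits is base composition. With placements matched on it, the upstream share was 0.787 times that of the placements and outside their range, which argues against composition as the whole cause. Between 38 and 42% GC, upstream regions held 154 peaks per 100 kb and coding regions 199. The upstream regions include coding sequence of neighbouring genes, so the compared regions overlap. Weakly enriched peaks as the cause are argued against by the 500 strongest peaks away from tRNA genes, which were upstream at 0.491 times the share of the placements. In the other lists this ratio was between 0.443 and 0.824, outside the placements in each. With peaks near tRNA genes kept, the ratio was 0.623 for the 5000 strongest peaks. Of the 100 strongest, 25% were upstream, above the 21.3% of placements of all peaks, and 51% lay near tRNA genes. In the other lists 24 to 42% of the 100 strongest were upstream. Loss of nucleosome-free fragments during the preparation of the chromatin, the choice of a control by the peak caller and the true distribution of Sus1 stay open and were not tested. No biological explanation was tested.

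The share of RP genes with an upstream peak was larger at 37 °C than at 25 °C in all 3 strains, except that in spt7-1180 it changed by 0 with the 5000 strongest peaks. In the wild type the change stood at percentile 58.7 of matched gene lists with the 5000 strongest peaks and at 90.9 of lists matched on base composition. Because the change lay inside the middle 95% of random lists before either correction, the number of peaks, base composition, heat and chance cannot be told apart for the wild type. With equal numbers of peaks in the wild-type lists the change was 10.9 percentage points, at percentile 92.7.

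In spt8Δ the share of RP genes with an upstream peak changed by 12.4 percentage points with heat, at percentile 99.3 of the random lists. It lay inside their middle 95% with 1000 bp upstream (percentile 93.1), with only the nearest start codon (96.9) and for genes without a duplicate copy (91.6). Heat-shock genes with an upstream peak rose from 7 to 13 of 18 in spt8Δ, at percentile 99.95, and from 5 to 11 in spt7-1180, at percentile 95.9. The change in spt8Δ lay inside the middle 95% with a q-value under 1e-05 (percentile 94.8) and with 1000 bp upstream (95.9), and that in spt7-1180 lay outside with a q-value under 1e-05 (97.7), with equal numbers of peaks (98.0) and with the 5000 strongest peaks (98.96). For protein folding the heat changes lay inside with the full lists, at 10.9 percentage points in spt8Δ and 7.81 in spt7-1180. In spt8Δ the change lay outside with equal numbers of peaks (percentile 97.6) and the 5000 strongest (99.96). It also did with 1000 bp upstream (99) and only the nearest start codon (98.7). In spt7-1180 it lay outside with the 5000 strongest (98.4) and with 300 bp upstream (99.4). The other alternatives, 4 of 8 and 6 of 8, kept it inside. Of 35 such changes of shares with the full lists, over 5 gene sets and 7 pairs of lists, 4 lay outside the middle 95% of the random lists, where chance would give 1.75, and the sets overlap. Among the heat-shock genes, HSP60 (YLR259C), SSA2 (YLL024C) and HSP104 (YLL026W) had an upstream peak in the wild type at 37 °C alone, at ranks 96.1, 82.6 and 75.6, and HSC82 (YMR186W) did at rank 62.5. HSP12 (YFL014W) had a peak at 25 °C alone, at rank 63.6.

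Over all genes, those with the largest rise in rank with heat in the wild type and the same sign of change in both mutants were YGK1 (YGL101W), CIN2 (YPL241C), YGR109W-B, YGR109W-A and TRX1 (YLR043C), whose ranks rose by between 69.0 and 69.6. The largest falls were those of YPR159C-A, SYH1 (YPL105C), RAD6 (YGL058W), IPK1 (YDR315C) and APL3 (YBL037W), with changes from -71.6 to -70.4. YGR109W-A and YGR109W-B share 1 upstream region and had no peak there in either spt8Δ list, so the sign in that strain is that of the shared rank of genes without a peak, as it is for RAD6 and spt7-1180. Each of these genes had an upstream peak at 1 of the temperatures in the wild type.

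The coding regions of the marker genes were looked at as a check of the strain background. By the paper's strain table LEU2, MET17 and URA3 are deleted in the SUS1-MYC strains. No list held a summit in MET17 or URA3. LEU2 held 1 in spt8Δ at 25 °C, against that genotype, and 0 in the other lists. HIS3 held 2 in the wild type at 25 °C, 0 in the wild type at 37 °C and 1 in each list of the mutants.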
